A study of Mus musculus with 13 samples. Its data were reported in "Regulatory T Cells Function in Established Systemic Inflammation and Reverse Fatal Autoimmunity" (2021).

How the data were processed

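TCRα transcripts of sorted rescued Treg cells were sequenced in 13 samples, and GEO's titles gave each sample's time point and replicate number. The authors amplified α-chain cDNA by 5′ RACE with a template-switching oligo that carried random bases. They sequenced the libraries on an Illumina MiSeq, aligned the reads and assembled clonotypes with MiXCR, and processed the clonotypes with VDJtools. Their frequency-based correction dropped a clonotype within 2 mismatches of a larger one when the size ratio fell below 0.05 to the power of the number of mismatches. The deposited tables list, for each clonotype, a raw count, and whether these are reads or molecules marked by the random bases is not stated. The authors also gave each clonotype's share of its sample as a fraction, which was not used in any test. Repeating the correction dropped at most 1 clonotype per table, so the tables already carried it. Non-functional clonotypes, which hold a stop codon or frameshift, were still present and were removed here, as in the study's methods. The CDR3 nucleotide sequence was unique within each sample, so defining a clonotype without V and J could not move any measure computed within a sample. Overlap between samples was not recomputed with that definition.

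From the functional clonotypes, Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 computed the clonotype number, the inverse Simpson index and the Gini coefficient per sample. Both matching strategies of the study were used, V, J and CDR3 nucleotide sequence, or CDR3 amino-acid sequence alone. The share of counts in the 100 largest clonotypes, the mean CDR3 length and the mean number of bases between the V and J segments were also computed. Total counts per sample ran from 509818 to 936831, and 3 counts, the floor used for detection, correspond to 3.40e-04% to 6.29e-04% of functional counts.

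Groups were 1.5 months (n = 2), 3 months (n = 4), 5 months (n = 2) and 7 months (n = 5). The study compared time points by analysis of variance with comparisons to 1.5 months. Since groups this small call for exact tests, the comparison here took the same pooled-spread statistic and all samples, and obtained two-sided p-values from all 540540 arrangements, with the maximum over the 3 comparisons as the correction. Trends over months used 100000 permutations. Benjamini-Hochberg values were computed over the 12 comparisons and over the 7 trends. The replicate numbers in the titles repeat across time points, and the labels do not say that same-numbered samples are related. The main designs therefore have no replicate block, and fits with one, which allow 2304 arrangements within replicate numbers, are given beside them. Only the 7-month group has a replicate 5, so that sample adds nothing to the time differences or trends estimated with the block.

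V family and J gene usage was tested on the number of clonotypes per segment with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, quasi-likelihood F test) in 1 model over all groups. Families were used in place of single V genes because duplicated mouse V genes are near-identical and reads can be split between them. Positions came from the GENCODE annotation of GRCm38, in which 153 of the 163 V and J names of the tables were found. Segments named in the text were chosen by a rule fixed before the data were examined. For each comparison it took up to 3 with the smallest adjusted p under 0.05, or, if there was none, the 1 with the smallest unadjusted p. Named clonotypes were the most abundant of each time point and the 3 with the highest mean share among CDR3 amino-acid sequences found in all 13 samples.

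The code was tested on simulated data. In 200 simulated series without differences, 5% gave a corrected p under 0.05 in some comparison, and a shift of 3 SD in the 7-month group was found in 80.5%. The usage test recovered 98% of 5 J genes changed by 1.5-fold among 43 genes over 20 simulations, and 10.9% of its calls were false. That share exceeds the 0.05 at which the adjustment aims. Only the comparison of 7 with 3 months was scored, with a spread between samples that was set, not estimated from the data. The recovery rate therefore does not carry over to comparisons with 1.5 months, where n = 2. Alternatives fixed before the data were examined were equal depth at 477052 counts (means of 10 draws, the expected number for clonotypes, or 1 draw for overlap), a minimum of 2 counts, non-functional clonotypes kept, other clonotype definitions, a log2 scale, only the 2 groups compared, a replicate block, each sample left out in turn, other overlap indices, and for usage DESeq2 1.42.0, library totals only, no filter, summed counts and single V genes. A minimum of 10 counts, and the removal of clonotypes at least 100 times more abundant in another library, were added after the data were seen, as was leaving the 2 most similar pairs of libraries out of the overlap. Figures were drawn with matplotlib 3.10.9.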

Results

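The T cell receptor (TCR) α-chain repertoire of rescued regulatory T (Treg) cells was measured in 13 samples from male mice whose Foxp3 gene was silenced by a removable stop cassette. A Cre recombinase expressed from the Cd4 locus was activated at postnatal day 14 by the tamoxifen metabolite 4-OHT, and it removed the cassette and restored Foxp3 together with a GFP reporter. GFP-positive cells were sorted from spleen and lymph nodes 1.5 months (n = 2), 3 months (n = 4), 5 months (n = 2) or 7 months (n = 5) later. A clonotype was a distinct combination of V gene, J gene and CDR3 nucleotide sequence, where CDR3 is the hypervariable junction that V, J and inserted bases form together. Total counts per sample ranged from 509818 to 936831 with a mean of 631050 ± 118199 (SD, n = 13). Clonotypes whose CDR3 held a stop codon or a frameshift took 6.89% ± 0.560 (SD, n = 13) of the counts and were removed, leaving 477052 to 882170 counts per sample. A functional clonotype had a median of 36 to 100 counts, depending on the sample. Functional totals were highest at 3 months (705211 ± 139558, SD, n = 4) and lowest at 7 months (519687 ± 42438, SD, n = 5), with 568398 ± 20520 (SD, n = 2) at 1.5 months and 542314 ± 2026 (SD, n = 2) at 5 months. Their Spearman correlation with months was negative (rho = -0.702, permutation p = 0.0103, n = 13, two-sided), while Pearson's r was -0.502 (permutation p = 0.0711). For that reason the clonotype number is also given at equal depth. The labels named no sequencing batch, so no comparison within batches was made.

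The first question was whether the number of clones changed as rescued Treg cells aged in the host. The clonotype number was 7248 ± 1061 (SD, n = 2) at 1.5 months and 6399 ± 612 (SD, n = 4) at 3 months. It was 5108 ± 396 (SD, n = 2) at 5 months and 5643 ± 599 (SD, n = 5) at 7 months. Each later time point was compared with 1.5 months by a two-sided exact permutation test over all 540540 arrangements of the 13 samples, with the largest statistic of the 3 comparisons used to correct for their number. The difference from 1.5 months was -2140 clonotypes (-29.5%) at 5 months, with an exact permutation p of 0.0231. At 7 months it was -1605 clonotypes (-22.1%), with an exact permutation p of 0.0387. Both differences exceeded the pooled SD within time points, which was 654 clonotypes. The difference at 3 months was -849 clonotypes (-11.7%), and it was not distinguishable from the spread between replicates (exact permutation p = 0.327). Both samples at 5 months and all 5 samples at 7 months had fewer clonotypes than the lower of the 1.5-month samples, which had 6497. Adjusted by the Benjamini-Hochberg method over the 12 comparisons of the 4 diversity measures, neither difference passed 0.05 (adjusted exact permutation p = 0.112 for 5 months and for 7 months). With only the samples of the 2 groups permuted, the exact p was 0.0476 at 7 months, the smallest that 21 splits allow. At 5 months that test gave an exact p of 0.333, the smallest that its 6 splits allow, and at 3 months it gave an exact p of 0.333 where 0.0667 was the smallest possible. Same-numbered samples of different time points did not deviate together (correlation of deviations -0.105 over 14 pairs). With the replicate number as a block, the difference was -2140 clonotypes at 5 months (exact permutation p = 0.0825), -1626 at 7 months (p = 0.172) and -749 at 3 months (p = 0.650). Apart from leaving out samples, the largest reduction of the 7-month difference came from requiring at least 10 counts per clonotype, a setting chosen after the data were seen. It gave -1246 clonotypes with an exact permutation p of 2.94e-04. A minimum of 2 counts, fixed before the data were examined, gave -1399 at 7 months (exact permutation p = 3.83e-04) and -1823 at 5 months (p = 1.44e-04). At the equal depth of 477052 counts, the differences were -2058 clonotypes at 5 months (exact permutation p = 0.0128) and -1492 at 7 months (p = 0.0340).

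**Figure D1:**
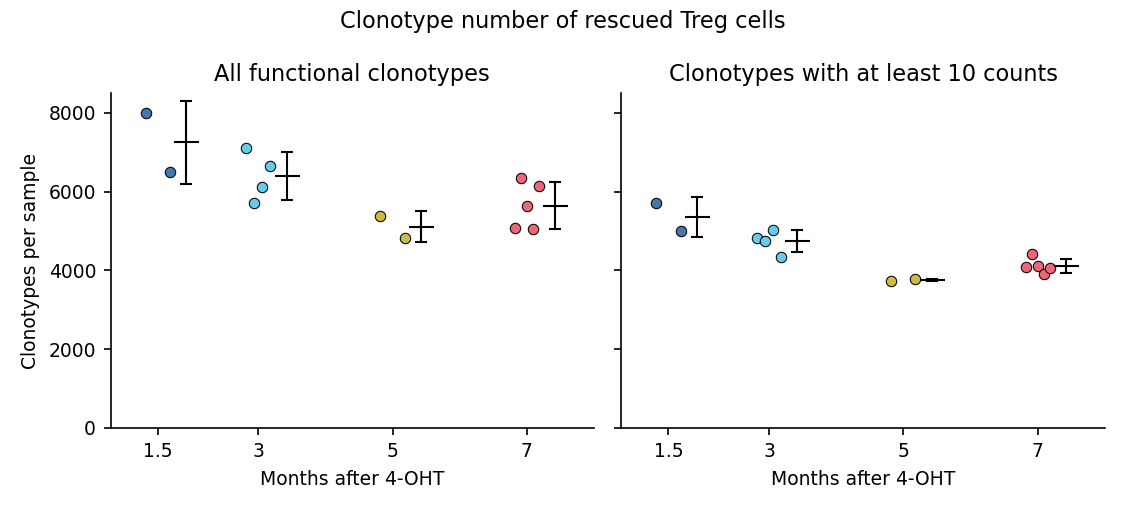
Number of functional clonotypes per sample (vertical axis) against months after 4-OHT (horizontal axis), for all clonotypes on the left and for those with at least 10 counts on the right. Points are samples and black bars are the mean ± SD, and with at least 10 counts the 5 samples at 7 months lie between 3901 and 4410, below both samples at 1.5 months (5002 and 5716).

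Diversity that also weighs clone sizes was measured by the inverse Simpson index, the number of equally large clonotypes that would give the same chance of drawing a clonotype again. For nucleotide clonotypes the index was 1359 ± 312 (SD, n = 2) at 1.5 months, 1047 ± 203 (SD, n = 4) at 3 months, 814 ± 473 (SD, n = 2) at 5 months and 709 ± 404 (SD, n = 5) at 7 months. The differences from 1.5 months were -311, -545 and -649, and none was distinguishable from the spread between replicates (exact permutation p = 0.596, 0.303 and 0.117). Single samples at 7 months ranged from 246 to 1197. With identical CDR3 amino-acid sequences merged, the index fell from 1232 ± 260 (SD, n = 2) at 1.5 months to 937 ± 181 (SD, n = 4) at 3 months, 759 ± 417 (SD, n = 2) at 5 months and 659 ± 360 (SD, n = 5) at 7 months. These differences were -295, -474 and -573 (exact permutation p = 0.547, 0.316 and 0.118). After Benjamini-Hochberg adjustment over the 12 comparisons, the smallest adjusted exact permutation p of either index was 0.166. Deviations of same-numbered samples from their group means had a weak positive correlation (0.311 for nucleotide and 0.255 for amino-acid clonotypes, 14 pairs). It was not tested, and some pairs deviated in opposite directions. With the replicate number as a block, the 7-month differences were -416 for nucleotide clonotypes (exact permutation p = 0.212) and -362 for amino-acid clonotypes (p = 0.261). That setting moved the 7-month difference of each index most. It takes no information from 7 months replicate 5, the only sample with that number, whose nucleotide index of 246 was the lowest. The move therefore does not measure an effect of pairing alone.

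Unevenness of clone sizes was measured by the Gini coefficient, which is 0 when all clonotypes are equally large. It was 0.600 ± 0.00962 (SD, n = 2) at 1.5 months, 0.625 ± 0.0516 (SD, n = 4) at 3 months, 0.645 ± 0.0508 (SD, n = 2) at 5 months and 0.654 ± 0.0525 (SD, n = 5) at 7 months. The differences from 1.5 months were 0.0250, 0.0449 and 0.0532, against a pooled SD of 0.0491 (exact permutation p = 0.852, 0.652 and 0.439). The adjusted exact permutation p over the 12 comparisons was 0.355 or more for all 3. With the replicate number as a block, the 7-month difference was 0.0257 (exact permutation p = 0.905), and the check of same-numbered samples gave a correlation of -0.104. That fit likewise takes nothing from 7 months replicate 5, whose Gini coefficient of 0.729 was the highest.

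**Figure D2:**
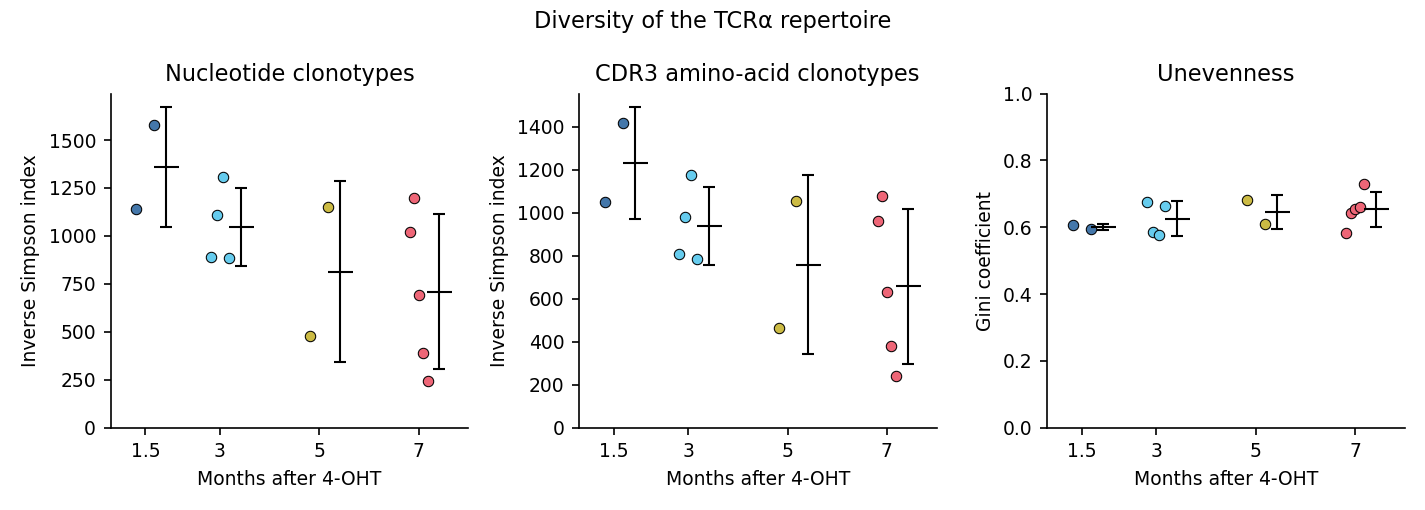
Inverse Simpson index of nucleotide clonotypes (left) and of CDR3 amino-acid clonotypes (middle), and the Gini coefficient (right), against months after 4-OHT. Points are samples and black bars are the mean ± SD, and the nucleotide index spreads from 246 to 1197 among the 5 samples at 7 months.

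Gradual change over the time course was tested by correlating each of 7 measures with months after 4-OHT over the 13 samples, by two-sided permutation with 100000 resamples. The clonotype number fell with time (Pearson's r = -0.638, permutation p = 0.0182, Spearman's rho = -0.610, permutation p = 0.0310). So did the inverse Simpson index of nucleotide clonotypes (r = -0.601, permutation p = 0.0316, rho = -0.529, permutation p = 0.0656) and of amino-acid clonotypes (r = -0.588, permutation p = 0.0359, rho = -0.529, permutation p = 0.0656). The share of counts in the 100 largest clonotypes rose from 15.4% ± 0.618 (SD, n = 2) at 1.5 months to 24.7% ± 6.44 (SD, n = 5) at 7 months. Over all samples its r was 0.597 (permutation p = 0.0315) and its rho was 0.616 (permutation p = 0.0286). After Benjamini-Hochberg adjustment over the 7 trends, each of these 4 Pearson correlations had an adjusted permutation p of 0.0629, and the Spearman correlations had 0.108 or more. Without the 2 samples farthest from the median month, which were both samples at 1.5 months, r was -0.469 for the clonotype number, -0.447 and -0.420 for the nucleotide and amino-acid indices, and 0.416 for the share of the 100 largest clonotypes. Each kept its direction and none had a permutation p under 0.05, so the relations rest in part on those samples. With the replicate number as a block, r was -0.700 for the clonotype number (exact permutation p = 0.0399), where same-numbered deviations correlated at -0.105. It was -0.639 (exact permutation p = 0.0807) and -0.609 (p = 0.0938) for the nucleotide and amino-acid indices, where same-numbered deviations correlated at 0.311 and 0.255. The Gini coefficient showed no detectable trend (r = 0.408, permutation p = 0.165, rho = 0.305, permutation p = 0.307, adjusted p for r = 0.231), and leaving out the same 2 samples gave r = 0.272. Its block result was r = 0.288 (exact permutation p = 0.447), with a correlation of same-numbered deviations of -0.104.

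Properties of the CDR3 did not change detectably. The mean CDR3 length over functional clonotypes was 13.5 amino acids in every group, with an SD over the 13 samples of 0.0231. Its correlation with months was r = -0.229 (permutation p = 0.455) and rho = -0.0518 (permutation p = 0.868), and r was -0.0266 without the 2 samples farthest from the median month. The mean number of bases inserted between V and J was 2.17 ± 0.0476 (SD, n = 13), with r = 0.0826 (permutation p = 0.786) and rho = 0.132 (permutation p = 0.663), and r was -0.0289 without those 2 samples. The adjusted permutation p over the 7 trends was 0.531 for length and 0.786 for inserted bases. With the replicate number as a block, r was -0.433 for length (exact permutation p = 0.256) and 0.0141 for inserted bases (p = 0.974), where same-numbered deviations correlated at -0.136 and -0.568.

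Use of V and J segments was compared next, with each clonotype counted once. Over all 13 samples the most used V families were TRAV7 (18.8% ± 0.708 of functional clonotypes, SD), TRAV14 (15.0% ± 0.461) and TRAV12 (11.5% ± 0.495). The most used J genes were TRAJ15 (5.71% ± 0.594), TRAJ21 (5.44% ± 0.328) and TRAJ31 (5.43% ± 0.251). Of 19 V families tested between 7 and 1.5 months, 0 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 had an unadjusted p under 0.05. Between 7 and 3 months the counts were 0 and 1. Of 43 J genes, 0 passed between 7 and 1.5 months and 0 had an unadjusted p under 0.05, while between 7 and 3 months the counts were 0 and 2. With the replicate number as a block, 1 V family passed between 7 and 1.5 months and 0 between 7 and 3 months, and 0 J genes passed in either comparison. Deviations of same-numbered samples from their group means, on the log2 scale of the shares, correlated at 0.0332 over the 19 V families and 0.0696 over the 43 J genes. The smallest p in the first comparison belonged to TRAV9, a family of 11 annotated genes between positions 52792316 and 53676630 of chromosome 14 (GRCm38). TRAV9 made up 5.15% ± 0.774 (SD, n = 5) of functional clonotypes at 7 months and 3.75% ± 0.349 (SD, n = 2) at 1.5 months, a log2 fold change of 0.41 with an edgeR adjusted p of 0.0583. It was the family that passed with the replicate block (log2 fold change 0.51, edgeR adjusted p = 2.76e-05), although its same-numbered deviations correlated at -0.101. That fit takes no information from 7 months replicate 5, which has no same-numbered sample. At 3 months the TRAV9 share was 5.28% ± 0.305 (SD, n = 4). Between 7 and 3 months the smallest p belonged to TRAV12 (10 annotated genes, chromosome 14, 52844465 to 53778873), with 11.2% ± 0.555 (SD, n = 5) against 11.7% ± 0.474 (SD, n = 4), a log2 fold change of -0.10 and an edgeR adjusted p of 0.519. For J genes the smallest p belonged to TRAJ22 between 7 and 1.5 months (chromosome 14, 54197248 to 54197307, log2 fold change -0.15, edgeR adjusted p = 0.989). Between 7 and 3 months it belonged to TRAJ5 (chromosome 14, 54213777 to 54213838, log2 fold change -0.44, edgeR adjusted p = 0.488).

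**Figure D3:**
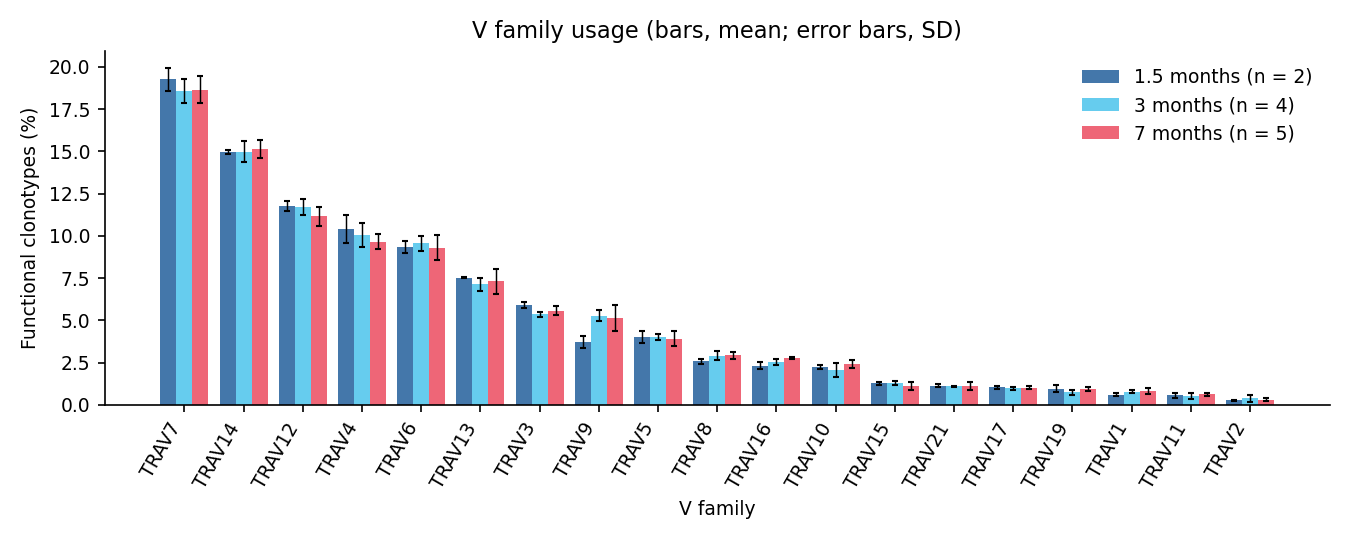
Share of functional clonotypes in each V family (vertical axis, percent) at 1.5, 3 and 7 months after 4-OHT, as bars for the mean with error bars for the SD over samples. TRAV9 stands at 3.75% at 1.5 months and 5.15% at 7 months, and its edgeR adjusted p between these time points was 0.0583.

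Whether samples of 1 time point shared more clonotypes than samples of different time points was tested with the Jaccard index of CDR3 amino-acid sequences, the number of shared sequences divided by the number found in either sample. The index was 9.45% ± 0.752 (SD, 18 pairs) within and 9.61% ± 1.13 (SD, 60 pairs) between time points. The difference of -0.160 percentage points was not distinguishable from zero (two-sided exact permutation p = 0.613). With time points permuted within replicate numbers as a block, the exact permutation p was 0.584. Same-numbered samples of different time points had an index of 9.48% ± 0.493 (SD, 14 pairs), against 9.65% ± 1.26 (SD, 46 pairs) for the others. With nucleotide clonotypes the index was 1.77% within and between, and the difference changed sign to 0.00696 percentage points (exact permutation p = 0.984). The pairs with the highest nucleotide overlap were 3 months replicate 4 with 5 months replicate 1 (6.24%) and 3 months replicate 4 with 1.5 months replicate 1 (5.59%), both between time points. Without these 2 pairs, left out after the data were seen, the difference was 0.0263 percentage points for amino-acid sequences (exact permutation p = 0.864) and 0.150 for nucleotide clonotypes (exact permutation p = 0.0966).

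**Figure D4:**
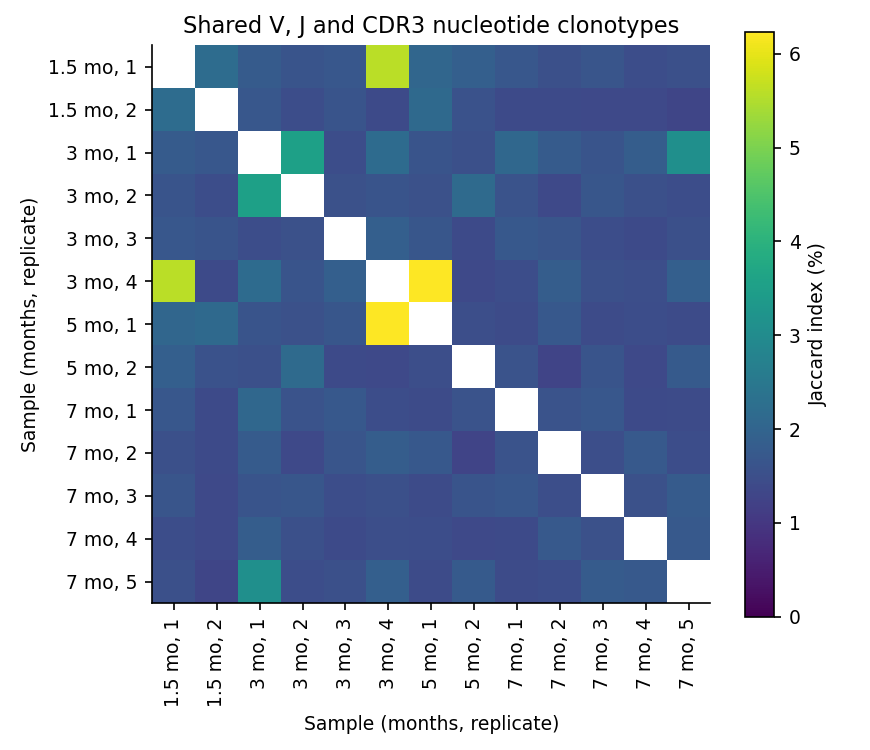
Jaccard index of V, J and CDR3 nucleotide clonotypes (colour, percent) for every pair of the 13 samples, with samples on both axes named by months and replicate. The highest value is 6.24% for 3 months replicate 4 with 5 months replicate 1, and the lowest is 1.27%.

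Of 41501 distinct CDR3 amino-acid sequences, 29521 (71.1%) were found in 1 sample and 65 were found in all 13 samples. Those 65 together took 5.08% ± 0.634 (SD, n = 13) of the functional counts. The most abundant on average was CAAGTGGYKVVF, which joined the TRAV4 family to TRAJ12 (chromosome 14, 54206553 to 54206610) and took 0.446% ± 0.532 (SD, n = 13) of counts, with a range of 0.0897% to 2.04%. It was followed by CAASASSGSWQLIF (TRAV14 and TRAJ22) with 0.246% ± 0.0452 (SD, n = 13) and by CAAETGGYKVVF (TRAV4 and TRAJ12) with 0.239% ± 0.352 (SD, n = 13). The 3 sequences were encoded by 12, 17 and 4 distinct nucleotide sequences.

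The most abundant nucleotide clonotype of each time point was measured in the sample where its share was highest. The 95% Wilson intervals and the smallest shares quoted cover counting error only. If the counts are amplified reads, they are not independent molecules. The V genes named are the copies assigned by the authors' alignment. Because near-identical copies can share reads, the copy and its position are less certain than the family. At 1.5 months it was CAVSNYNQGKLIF with 1.79% of counts in replicate 1 (interval 1.75% to 1.82%), which joined TRAV3-3 (chromosome 14, 53665929 to 53666506, GRCm38) to TRAJ23 (54196081 to 54196140). At 3 months it was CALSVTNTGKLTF with 1.81% in replicate 4 (1.77% to 1.84%), which joined TRAV12-2 (53616315 to 53616914) to TRAJ27 (54192303 to 54192361). At 5 months it was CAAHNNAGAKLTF with 2.67% in replicate 1 (2.62% to 2.71%), which joined TRAV14N-3 (53370077 to 53370575) to TRAJ39 (54179962 to 54180024). At 7 months it was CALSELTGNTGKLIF with 4.59% in replicate 5 (4.54% to 4.65%), which joined TRAV15-2-DV6-2 (53649404 to 53649994) to TRAJ37 (54181518 to 54181577) with 0 inserted bases. Its nucleotide sequence, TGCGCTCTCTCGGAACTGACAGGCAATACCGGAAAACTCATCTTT, was also seen in 6 other samples, in none above 15 counts. The largest clonotype took 2.37% ± 1.35 (SD, n = 5) of counts at 7 months and 1.39% ± 0.560 (SD, n = 2) at 1.5 months, a difference smaller than the spread between replicates at 7 months.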

Values the study reported

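The study reported sorting 70,000 rescued Treg cells for TCRα sequencing, and its methods do not say that each library received this number. Its sequencing runs gave 815K reads for the average sample, and the libraries were run 3 times.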

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

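The tests in this part were chosen only after the results were seen, apart from the search for invariant α chains of NKT and MAIT cells, the comparison of functional with non-functional clonotypes, and the tests on other splits of the samples. Samples far from the others of their group were sought in 38 groups of values, and 3 were found, where chance alone gives about 1 in 20.

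TCR δ clonotypes, which lie outside the α-chain measurement, were present above the floor of 3 counts in 13 of the 13 samples, with 91 to 492 counts or 0.0156% to 0.0739% of all counts. They made up 104 clonotypes, and TRDV1 joined to TRDJ1 took 83.5% of their counts. Reads carried over between libraries were tested by leaving out every δ clonotype also found in another library, and 13 samples still kept at least 3 counts, so carry-over alone does not account for them. RNA from γδ T cells in the sorted population remains a hypothesis that these counts cannot settle, since the α primers may also have amplified δ transcripts within the sorted cells. By the study's methods those cells were sorted as positive for TCRβ and CD4, so γδ T cells would have had to pass that gate. Within the 3-month group, replicate 3 stood apart with 492 δ counts against 146 to 181 in the others. Its largest δ clonotype held 20.9% of them, so no single clone explains it. Expressed as a share of all counts, the gap of that sample divided by the range of the group was 0.804, just under Dixon's critical value for 4 samples. That ratio fell because the other samples lay farther apart as shares, not because the sample came closer to them. It was 2.72 times the next sample in counts and 2.74 times as a share (0.0739% against 0.0270%), a ratio of 1.01. Its total of 665555 counts was also not the highest of the group, so its depth does not explain the excess.

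The invariant NKT α chain (TRAV11 with TRAJ18) was found in 4 of the 13 samples and exceeded the sample's median clonotype share in 2 of them. The highest value was 276 counts, or 0.0442%, in the same 3-month replicate 3. The invariant MAIT α chain was found in 0 of the 13 samples, where 3 counts would have been 3.40e-04% to 6.29e-04%. Trace RNA from NKT cells may be present in a few samples, but the same junction can also arise in a conventional T cell, and the test of 2 samples out of 13 does not separate these.

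Immunoglobulin V genes were assigned above 3 counts in 3 of the 13 samples, and 3-month replicate 1 stood apart with 12 counts against 0 to 2 in the other 3-month samples and at most 4 in the 7-month samples. In that sample 83.3% of the counts were in clonotypes with a TCR α J gene, which suggests α-chain reads given an immunoglobulin V name rather than B-cell RNA. No biological explanation was tested for so few counts.

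Non-functional clonotypes were present in 13 of the 13 samples, with 718 to 1147 per sample. In 7-month replicate 3 they made up 14.8% of clonotypes against 12.9% to 13.2% in the other 7-month samples. With at least 10 counts per clonotype its gap divided by the range fell to 0.558, under Dixon's critical value for 5 samples, but mainly because the range of the other 4 samples widened from 0.269 to 1.07 percentage points. The gap to the next sample kept 0.854 of its size (1.35 against 1.58 percentage points), so low-count clonotypes do not account for most of the excess. Across time points the number of non-functional clonotypes was 17.5% lower at 7 than at 1.5 months, against 22.1% for functional ones, a difference of 4.61 percentage points. By the criterion fixed beforehand, both kinds fell alike. The non-functional difference itself, -186 clonotypes, had an exact permutation p of 0.160. Cells that carry a non-functional α rearrangement usually also carry a functional one, so a parallel fall would follow from fewer clones being sampled and also from selection on the functional chain, and it does not tell these apart. Nor does it tell either from less RNA entering the library. The study's methods give a single number of sorted cells without stating it for each library, so a smaller number of sorted cells is not excluded.

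For usage between 7 and 3 months, all 16 of the 16 splits that part the same-numbered pairs as the real one does gave at least as many V families, and likewise 16 of 16 for J genes. All 84 of the other splits drawn, out of 126 possible in all, also did so. These counts follow from the real split having given 0 of each, with 1 V family and 2 J genes at an unadjusted p under 0.05, so the test could not have come out otherwise. The highest count in any split was 2.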

How the results depend on the processing

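Over 28 results, 553 values were recomputed under alternatives. Of these, 392 with a test kept their direction and their side of the threshold, 67 counts of segments past the threshold stayed at 0, and 26 differences for which 1 sample was left in a group, and no test was made, moved by less than the spread between replicates. Of the rest, 36 were weaker, 10 stronger and 9 reversed, and 13 values without a test of their own moved. Repeating the error correction and defining a clonotype without V and J left the tables essentially as they were, so they show no stability.

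The clonotype number kept its direction in every alternative run. At 3 months the difference passed the threshold with at least 2 counts per clonotype (-799, exact permutation p = 0.0450). At 5 months it lost significance with only the 2 groups compared (-2140, p = 0.333, the smallest that test allows) and with the replicate block (-2140, exact permutation p = 0.0825). At 7 months it lost significance with clonotypes defined by CDR3 amino-acid sequence (-1292, exact permutation p = 0.0589) and with the replicate block (-1626, exact permutation p = 0.172). Leaving out single samples moved the differences between -1599 and -98.3 at 3 months, -2890 and -1389 at 5 months and -2355 and -854 at 7 months. The extremes of all 3 came from dropping 1 of the 1.5-month samples, so the size of the fall rests on 2 samples. At 7 months, 7 of the 11 such fits with a test lost significance.

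For trends, leaving out both samples at 1.5 months weakened the clonotype number (r = -0.469), the nucleotide and amino-acid inverse Simpson indices (-0.447 and -0.420) and the share of the 100 largest clonotypes (0.416). The replicate block weakened the indices (-0.639 and -0.609) and that share (0.567), although r changed little, and the cause was not tested. The deviations of same-numbered samples in that share correlated at -0.0638. With the 10 largest clonotypes in place of 100, r was 0.512 (permutation p = 0.0745). The Gini trend passed the threshold with at least 2 counts per clonotype (r = 0.573, permutation p = 0.0393). Across fits that left out 1 sample, r ranged from -0.714 to -0.527 for the clonotype number, -0.722 to -0.494 and -0.707 to -0.479 for the indices, 0.524 to 0.699 for the share and 0.282 to 0.586 for Gini. Of the 13 fits each, 1 lost significance for the clonotype number, 5 and 6 for the indices and 5 for the share, while the Gini trend passed in 1 (permutation p = 0.0486, without 7 months replicate 1). CDR3 length reversed when weighted by counts (r = 0.114) and ranged from -0.352 to 0.0744 with samples left out, where it reversed at 0.0744. Inserted bases reversed with at least 2 counts (-0.00591), without the 1.5-month samples (-0.0289) and with single samples left out (-0.0517, -0.0313 and -0.0964, range to 0.210). The smallest permutation p in any alternative was 0.256 for length and 0.473 for inserted bases, and the cause of the reversals was not tested.

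V family usage between 7 and 1.5 months gave 1 family, TRAV9, with library totals only, with at least 2 counts and with the replicate block, and from 0 to 1 families across the fits that left out 1 sample. TRAV9 was higher at 7 months in all of these, and its edgeR adjusted p spanned 1.89e-06 to 0.617, while DESeq2 gave an adjusted p of 0.674. The 11 fits that left out 1 sample never left out a 1.5-month sample, so the direction was not tested against those samples. TRAV9 shares of single samples at 7 and 1.5 months overlapped. The TRAV9 call thus depends on the setting and on single samples. Leaving out 7 months replicate 5 gave a log2 fold change of 0.53 (edgeR adjusted p = 1.89e-06). The block fit, which takes no information from that sample, gave 0.51 (edgeR adjusted p = 2.76e-05), so these calls are not separate evidence. The cause of the other calls was not tested. J gene usage gave 0 in every alternative, with 0 to 4 genes at an unadjusted p under 0.05. Overlap within against between time points reversed with nucleotide clonotypes (0.00696 percentage points). It also reversed without the 2 pairs of libraries with the highest nucleotide overlap (0.0263, exact permutation p = 0.864), and otherwise kept its sign. Apart from the result given next, p was 0.278 or more by exact permutation in all alternatives. Leaving out those pairs, which were chosen for their values, gave 0.150 for nucleotide clonotypes (exact permutation p = 0.0966). Removing clonotypes at least 100 times more abundant in another library gave -0.183 (exact permutation p = 0.282), or -0.0370 with nucleotide clonotypes (p = 0.779 by exact permutation), and both settings were chosen after the data were seen.

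With 2 samples at 1.5 months and 2 at 5 months, no exact permutation test of those groups alone can pass 0.05, which limits what the 5-month difference can show.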

Other observations

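Tests of the clonotype number at 7 months, of clonotypes with many inserted bases and of CDR3 sequences found in all samples were fixed before their results were seen, although the minimum of 10 counts and the removal of clonotypes at least 100 times more abundant in another library were settings chosen after the data were seen. Tests of the spread within time points, of single pairs of libraries and of carry-over into some of the libraries for CDR3 sequences found in all samples were chosen afterwards.

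The lower clonotype number at 7 than at 1.5 months was weighed against technical explanations. At equal depth the difference kept 0.930 of its size, so sequencing depth does not explain it. With at least 10 counts per clonotype it kept 0.777, and without clonotypes at least 100 times more abundant in another library it kept 0.989. Errors at low counts and carry-over between libraries are therefore unlikely to be its main source. The tests leave a smaller number of clones in the cells sampled as a hypothesis. The study's methods give a single number of sorted cells without stating it for each library, and the RNA entering each library was not analysed here.

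Low-count clonotypes may add more spread than difference between time points. The pooled SD of the clonotype number within time points fell from 654 to 266 when at least 10 counts were required, a ratio of 0.407, while the 7-month exact permutation p fell from 0.0387 to 2.94e-04. Clonotypes with 1 count made up 9.45% to 24.8% of the functional clonotypes of a sample. A candidate explanation is that their number depends on the library more than on the mouse. The spread of the Gini coefficient fell less. It kept 0.736 of its size under the same filter and 0.923 without possible carried-over clonotypes, so neither accounts for most of it. With at least 10 counts, the 7-month Gini difference rose from 0.0532 to 0.0664, and its exact permutation p went from 0.439 to 0.112.

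Low-count clonotypes may also include reads carried over between libraries. Among clonotypes with 6 or more inserted bases, which should rarely arise independently, 19.8% of those with 10 or fewer counts were found with identical V, J and CDR3 nucleotides in another library, against 8.62% of those with more counts, a ratio of 2.30. The low-count rate was the higher one in 12 of the 13 samples, and 1.5 months replicate 1 went the other way (11.8% against 15.8%). A clonotype with more counts was also counted as found when its match elsewhere had few. The higher-count rates are therefore not free of carry-over, and 1.5 months replicate 1 was the richer library of a pair given below. The highest low-count rates were 50% in 5 months replicate 1, 31.3% in 3 months replicate 4, 30.5% in 3 months replicate 1 and 22.5% in 3 months replicate 2. Single pairs of libraries differed. Of 95 such clonotypes with at least 100 counts in 3 months replicate 4, 33.7% were found with 10 or fewer counts in 5 months replicate 1, against at most 5.26% in any of 11 other libraries. Of 85 in 1.5 months replicate 1, 27.1% were found in 3 months replicate 4, against at most 5.88% elsewhere. The next highest rate of any pair was 13.6%, for clonotypes of 7 months replicate 5 found in 3 months replicate 1, which shared low-count clonotypes with several libraries. In the first 2 pairs, the low count was typically 0.518% and 0.578% of the count in the richer library (medians). Clonotypes above the richer library's median count were found 2.29 times as often as those at or below it (42.7% against 18.7%), which is consistent with carry-over. A technical chain from 1.5 months replicate 1 to 3 months replicate 4 to 5 months replicate 1 is a hypothesis that library preparation records could settle. These are also the pairs with the highest nucleotide overlap.

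The 65 CDR3 amino-acid sequences found in all 13 samples carried 0.493 ± 0.0517 inserted bases on average (SD, n = 13), against 3.02 ± 0.0779 for sequences found in 1 sample, a ratio of 6.12, and fewer in 13 of the 13 samples. They had a median of 9 distinct nucleotide sequences each. Only 15.4% of them had a single nucleotide sequence present in every sample, which speaks against carry-over of 1 sequence into every library but would miss carry-over into a few. Without clonotypes at least 100 times more abundant in another library, 58 of the 65 were still found in all 13 samples and the rest in 12, so carry-over detectable in that way is an unlikely source for most of them. The low number of inserted bases is consistent with convergent recombination, in which simple junctions arise repeatedly. The number of distinct nucleotide sequences is partly expected from presence in more samples, so it adds little to that test.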
